# MicroRNA-223-3p promotes skeletal muscle regeneration by regulating inflammation in mice

**DOI:** 10.1074/jbc.RA119.012263

**Published:** 2020-06-03

**Authors:** Naixuan Cheng, Chang Liu, Yulin Li, Shijuan Gao, Ying-Chun Han, Xiaonan Wang, Jie Du, Congcong Zhang

**Keywords:** muscle regeneration, inflammation, miR-223-3p, macrophage, cytokines, epigenetics, muscle satellite stem cell, small noncoding RNA, cytokine, interleukin-6 (IL-6)

## Abstract

After injury, the coordinated balance of pro- and anti-inflammatory factors in the microenvironment contribute to skeletal muscle regeneration. However, the underlying molecular mechanisms regulating this balance remain incompletely understood. In this study, we examined the roles of microRNAs (miRNAs) in inflammation and muscle regeneration. miRNA-Seq transcriptome analysis of mouse skeletal muscle revealed that miR-223-3p is upregulated in the early stage of muscle regeneration after injury. miR-223-3p knockout resulted in increased inflammation, impaired muscle regeneration, and increased interstitial fibrosis. Mechanistically, we found that myeloid-derived miR-223-3p suppresses the target gene interleukin-6 (*Il6*), associated with the maintenance of the proinflammatory macrophage phenotype during injury. Administration of IL-6-neutralizing antibody in miR-223-3p-knockout muscle could rescue the impaired regeneration ability and reduce the fibrosis. Together, our results reveal that miR-223-3p improves muscle regeneration by regulating inflammation, indicating that miRNAs can participate in skeletal muscle regeneration by controlling the balance of pro- and anti-inflammatory factors in the skeletal muscle microenvironment.

In skeletal muscle, the capacity for regeneration and repair after injury depends on muscle satellite stem cells (MuSCs), a population of myogenic precursor cells found on the surface of the epicardium and perimysium. After their activation by injury, MuSCs enter the cell cycle and proliferate to produce a large number of cells. Some of these return to a quiescent state to maintain the reserve pool, whereas others continue to differentiate, fusing with residual muscle fibers to form new myofiber. During skeletal muscle regeneration, MuSCs are regulated by cues from the niche microenvironment, especially inflammatory cells and the cytokines they secrete (1–3).

Macrophages play an indispensable role in skeletal muscle regeneration. During the inflammatory phase after skeletal muscle injury, Ly6C^hi^ proinflammatory macrophages accumulate and act as phagocytes to clear necrotic myofibers and promote myoblast proliferation. Subsequently, these proinflammatory macrophages transformed into a Ly6C^lo^ phenotype and secrete anti-inflammatory cytokines to terminate the local inflammatory response and promote myoblast differentiation and fusion and the formation of new muscle fibers (2, 4–7). The transformation of macrophages from the proinflammatory phenotype to the anti-inflammatory phenotype changes the expression profiles of pro- and anti-inflammatory cytokines, further influencing the inflammatory response. For example, interleukin-6 (IL-6), a cytokine highly expressed by proinflammatory macrophages, stimulates expression of the chemokines C-C motif chemokine ligand 2 (CCL2) and CCL3, enabling the recruitment of more inflammatory macrophages from the circulation and facilitating muscle regeneration (8). However, continuously high expression of IL-6 results in the accumulation of proinflammatory macrophages in muscle and high levels of the catabolic signals serum amyloid A and fibrinogen, resulting in muscle atrophy (9, 10). Thus, timely and orderly transformation of the pro-/anti-inflammatory microenvironmental balance is important for effective skeletal muscle regeneration after injury. However, the mechanism regulating this balance remains to be elucidated.

MicroRNAs (miRNAs) are evolutionarily conserved, small noncoding RNAs of 18–22 nucleotides in length. They have been reported to regulate skeletal muscle regeneration (11, 12), and some miRNAs (miR-155 and miR-21) could regulate macrophage differentiation during this process (13, 14). However, the understanding of the roles of miRNAs in skeletal muscle regeneration remains incomplete.

miRNA transcriptome analysis of mouse skeletal muscle revealed that miR-223-3p is upregulated significantly in the early stage of muscle regeneration after injury, but the role of miR-223-3p in muscle regeneration after injury is still unknown. In this study, we show that miR-223-3p knockout mice display impaired muscle regeneration and increased interstitial fibrosis, as well as increased inflammation. Mechanistically, we found that miR-223-3p was linked to its target gene, *Il6*, which activates macrophage differentiation into proinflammatory subtypes during the early inflammatory response after muscle injury.

## Results

### miR-223-3p is upregulated in skeletal muscle in early stages after injury

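Small RNAs were sequenced from the tibialis anterior (TA) muscle, at the front of the lower leg, of WT mice before injury (day 0) and on days 1 and 3 after injection of cardiotoxin (CTX), a snake venom toxin that destroys myofibers. The paper's methods give 30 μl of 10 μM CTX and an age of 10 to 12 weeks, whereas the labels of the libraries give 30 mL, 10 mM and 10 weeks. At each time point, 4 samples were pooled into 1 library, so there were 3 libraries and no replicates within a time point. A test on the reads of a pair of libraries therefore compared those libraries and not the conditions, and the spread between mice could not be estimated. RNAs of 18 to 30 nucleotides were sequenced on the BGISEQ platform, and the authors aligned the reads to the mouse genome build GRCm38.p6. For each of 1138 mature mouse miRNAs, the authors deposited a read count and an expression value.
The read counts summed to 8507580 on day 0, 6421056 on day 1 and 9795076 on day 3. At least 1 read was counted for 784 miRNAs on day 0, 915 on day 1 and 987 on day 3. The smallest level taken as detectable, 3 reads, corresponded to 0.353 CPM (counts per 1000000 reads of the library) on day 0, 0.467 CPM on day 1 and 0.306 CPM on day 3. The 10 miRNAs with the most reads held 78.4% of the reads on day 0, 61.6% on day 1 and 64.1% on day 3. The most abundant miRNA was miR-1a-3p on day 0 with 23.4% of the reads, miR-22-3p on day 1 with 12.9%, and miR-206-3p on day 3 with 18.0%.
Each read count was divided by the total of its library to give CPM, a share of the reads that rises when abundant miRNAs are lost. Each injured library was compared with the day 0 library by a two-sided Fisher's exact test on the reads of each miRNA against all other reads, with Benjamini-Hochberg adjustment over the miRNAs with at least 1 read in either library. These were 998 miRNAs for day 1 and 1056 for day 3. The thresholds were a fold change of 2 and an adjusted p of 0.001. The paper's text does not name its test. Intervals are 95% intervals (Wilson for CPM and shares, Wald for log2 fold changes). Reads amplified by PCR are not independent molecules, so the intervals and the detection limit cover counting error only.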

To identify novel miRNAs involved in the regulation of the inflammatory microenvironment during skeletal muscle regeneration, we intramuscularly injected WT mice with cardiotoxin (CTX) to generate an acute skeletal muscle injury and regeneration model. miRNA expression levels in the tibialis anterior (TA) muscles at days 1 and 3 post-CTX injury were compared with the levels in uninjured muscles (day 0) by miRNA-Seq analysis. 

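On day 1, 250 miRNAs were upregulated and 43 were downregulated relative to day 0. On day 3, 276 miRNAs were upregulated and 46 were downregulated, and 395 miRNAs were differentially expressed on at least 1 of the 2 days. These calls compare single libraries and have no replicate check. Upregulated miRNAs made up 85.3% of the calls on day 1 and 85.7% on day 3. The split depended on how the libraries were scaled. With edgeR's TMM factors, 128 miRNAs were upregulated and 106 downregulated on day 1 (54.7% upregulated), and 163 were upregulated and 107 downregulated on day 3 (60.4%). With DESeq2's median-of-ratios size factors, 49.4% of the calls were upregulated on day 1 and 54.2% on day 3. With totals that left out the 10 miRNAs with the most reads, the shares were 67.7% and 73.2%. With the fold change taken from the deposited expression values, they were 79.3% and 89.0%. With the deposited expression values scaled to their total, a setting added after the values were seen, they were 67.6% and 78.3%. Among miRNAs with at least 10 reads in both libraries, the median log2 fold change was 0.90 on day 1 and 0.93 on day 3 with total scaling, and -0.04 and 0.01 with TMM factors. The alternative that lowered the counts most assumed a coefficient of variation of 0.4 between pooled libraries, under which 28 miRNAs were upregulated on day 1 and 54 on day 3.
The upregulated miRNAs of day 1 rose together from 14.3% of the reads on day 0 to 41.6% on day 1, and the downregulated ones fell from 31.1% to 10.2%. The upregulated miRNAs of day 3 rose from 10.3% of the reads on day 0 to 50.7% on day 3, and the downregulated ones fell from 61.5% to 23.3%. Many calls rested on few reads. On day 0, 20 of the 250 miRNAs upregulated on day 1 and 21 of the 276 upregulated on day 3 had 0 reads. Fewer than 100 reads were counted in the injured library for 98 of the upregulated miRNAs on day 1 and 81 on day 3.

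**Figure D1:**
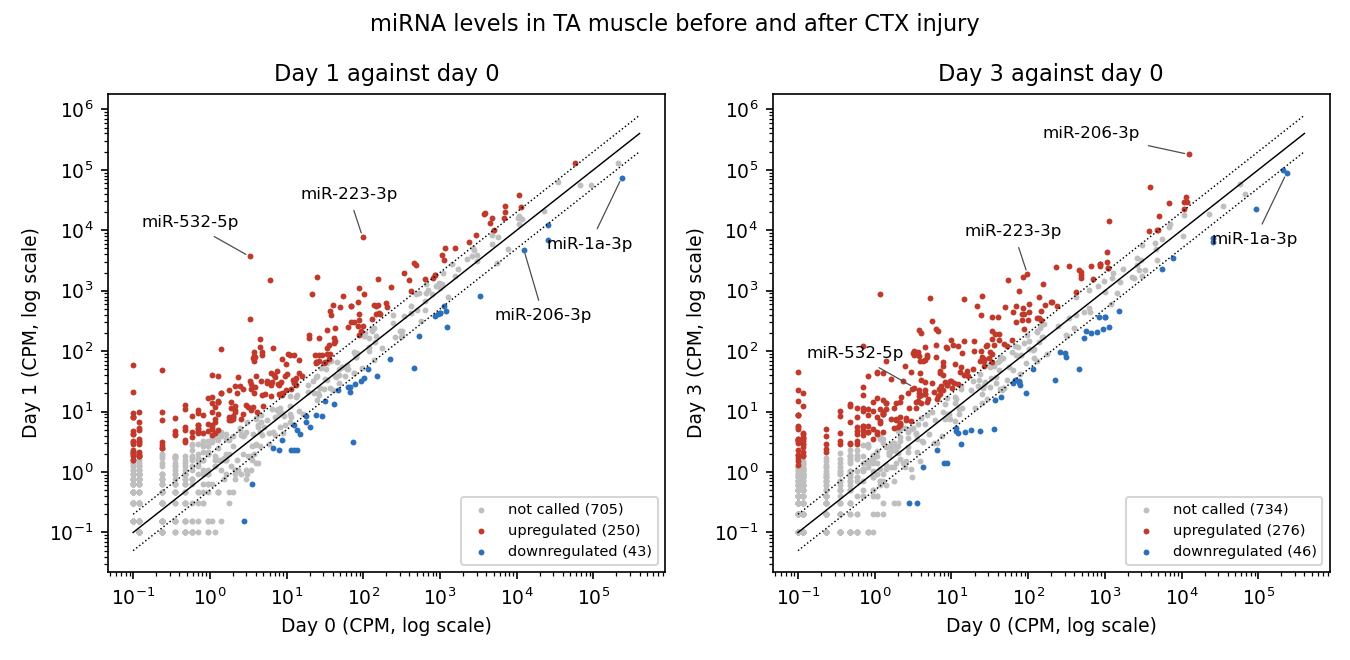
Level of each tested miRNA in the day 0 library (horizontal axis) and in the library of day 1 (left) or day 3 (right), in CPM on log scales, with miRNAs at 0 reads drawn at 0.1. Red points are the 250 and 276 upregulated miRNAs and blue points the 43 and 46 downregulated ones, the solid line marks equal levels, and the dotted lines mark a fold change of 2.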

There were 384 differentially expressed miRNAs either 1 or 3 days after injury (defined by fold change [FC] *versus* 0 day of ≥2 and false discovery rate [FDR] of ≤0.001), including 214 upregulated miRNAs and 55 downregulated miRNAs on day 1 and 283 upregulated miRNAs and 35 downregulated miRNAs on day 3 (Fig. 1*A*). 

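Of the miRNAs upregulated in the injured libraries, 188 were upregulated on both days, 62 on day 1 alone and 88 on day 3 alone. The number upregulated on both days was 96 with TMM factors, 87 with median-of-ratios factors and 170 when the fold change was taken from the deposited expression values. On day 0, 13 of the 188 had 0 reads. The level was higher on day 1 than on day 3 for 95 of the 188 and higher on day 3 for 93. Downregulation on both days was found for 26 miRNAs. This count was 66 with TMM factors, 74 with median-of-ratios factors and 53 with totals that left out the 10 miRNAs with the most reads. It was 23 when the fold change was taken from the deposited expression values and 4 with a fold change of 4. With an assumed coefficient of variation of 0.2 or 0.4 it was 3 or 0.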

172 miRNAs were upregulated at both 1 day and 3 days (Fig. 1*B*).

**Figure 1.**
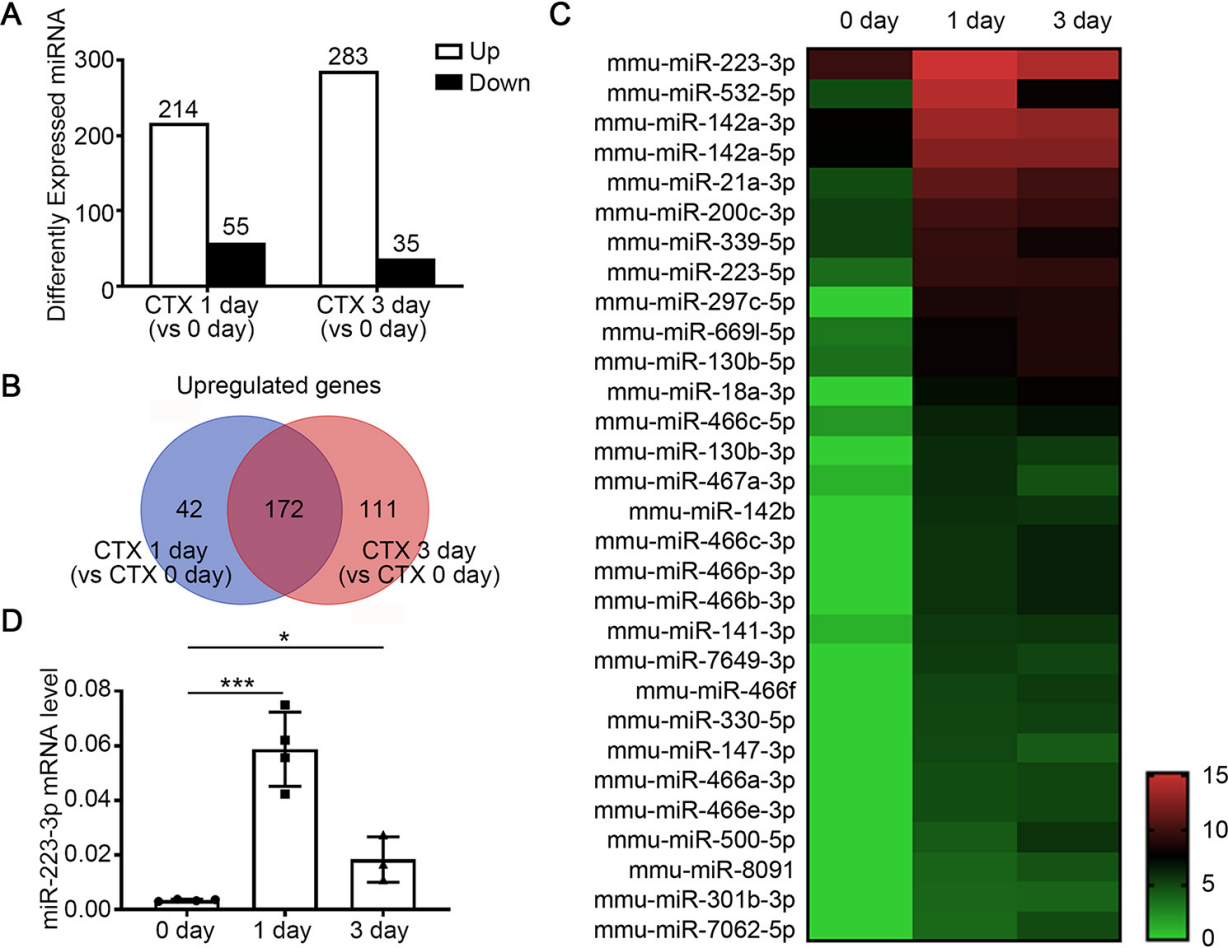
**MiR-223-3p is upregulated in skeletal muscle in the early stages of regeneration after injury.** *A–C*, miRNA expression profiling in the TA muscles of WT mice at different time points post-CTX injury by RNA-Seq. *A*, numbers of differentially expressed miRNAs with FC ≥ 2 and FDR ≤ 0.001 at 1 day and 3 days after injury compared with day 0. *B*, Wayne chart of the number of upregulated miRNAs at 1 day and 3 days after injury. *C*, heat map of selected differently expressed miRNAs at 0 day, 1 day, and 3 days after CTX injury. Each point reveals the log_2_ FPKM value of the indicated miRNA. *D*, RT-PCR analysis of miR-223-3p levels in WT TA muscles at 0 day, 1 day, and 3 days after injury (*n* = 3–4 per group). Data are expressed as the mean ± S.D. *, *p* < 0.05; ***, *p* < 0.001 by unpaired two-tailed Student's *t* test.

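The deposited expression values are whole numbers in each library. They equalled the read count for 538 of the 784 miRNAs detected on day 0, 647 of 915 on day 1 and 657 of 987 on day 3, and were below it for the rest. For miRNAs with fewer than 100 reads, the median expression value was 100% of the read count. For miRNAs with at least 100000 reads, the median was 36.1% of the read count on day 0 (11 miRNAs), 54.8% on day 1 (18 miRNAs) and 38.9% on day 3 (19 miRNAs). The highest expression value was 160688 on day 0, 154951 on day 1 and 168191 on day 3. A change in an abundant miRNA was therefore smaller in these values than in the reads. The log2 fold change of miR-1a-3p on day 1 was -1.66 from CPM and -0.26 from the expression values. On the log2 scale, the deposited expression of miR-223-3p was 9.68 on day 0, 15.25 on day 1 and 14.03 on day 3. That of miR-532-5p was 4.81, 14.33 and 7.91, and that of miR-142a-3p was 7.73, 13.31 and 12.90. miR-18a-3p had 0 reads on day 0, and its log2 expression was 7.06 on day 1 and 7.82 on day 3.

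**Figure D2:**
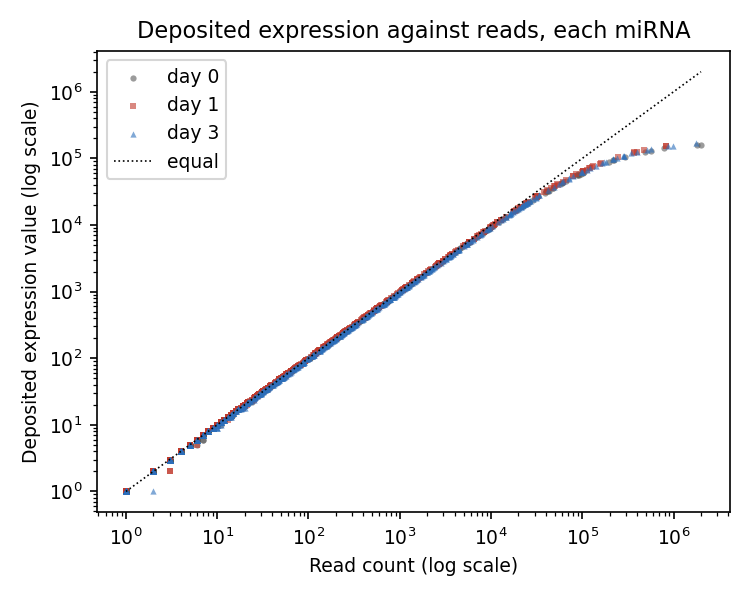
Deposited expression value of each detected miRNA (vertical axis) against its read count (horizontal axis), both on log scales, in the libraries of days 0, 1 and 3. The dotted line marks equal values. Points follow it at low read counts and level off at high ones, with a highest value of 168191 on day 3.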

We sequenced the 172 genes based on FC of 1 day compared with 0 day. 

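The 188 miRNAs called upregulated on both days were ordered in the same way by fold change on day 1, with those at 0 reads on day 0 placed first in the order of their day 1 level. The first 30 were the 30 miRNAs shown in Fig. 1C. Among them, miR-466c-3p, miR-466p-3p and miR-466b-3p had the same reads (0, 53 and 86 on days 0, 1 and 3). miR-466a-3p and miR-466e-3p also shared theirs (0, 27 and 33), so the 30 may hold fewer separate changes. On day 0, 13 of the 30 had 0 reads and 19 had 3 reads or fewer, so that their fold changes are limited by the detection limit of 3 reads. Fewer than 100 reads were counted on day 1 for 18 of the 30, with a lowest count of 13 reads for miR-7062-5p. miR-297c-5p, with 0 reads on day 0 and 383 reads on day 1, had a log2 fold change of at least 7.40 when day 0 was set to 3 reads. The order depended on how low counts were treated. When 1 CPM was added to each level before the fold change, 15 of the first 30 miRNAs were in Fig. 1C. miR-223-3p was in position 17 by fold change without this addition and in position 2 with it.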

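The reads of miR-223-3p numbered 832 on day 0, 50183 on day 1 and 18568 on day 3. Its level was 97.8 CPM on day 0 (95% interval 91.4 to 104.7), 7815 CPM on day 1 (7748 to 7884) and 1896 CPM on day 3 (1869 to 1923). The log2 fold change relative to day 0 was 6.32 on day 1 (6.22 to 6.42) and 4.28 on day 3 (4.18 to 4.38). The lowest values among the other scalings, 5.28 on day 1 and 3.16 on day 3, came from median-of-ratios factors. By abundance among all miRNAs, miR-223-3p ranked 121 on day 0, 26 on day 1 and 52 on day 3. Among the 30 miRNAs with the largest fold changes it ranked 1 on day 1, with a level 2.12 times that of miR-532-5p (3690 CPM), which came next. miR-142a-3p followed with 1684 CPM. This rank was also 1 when 1 CPM was added before ordering. miR-532-5p fell back to 24.9 CPM on day 3, and the other arm of its hairpin, miR-532-3p, rose less on day 1 (log2 fold change 4.17 against 10.13).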

Among the top 30 upregulated miRNAs, miR-223-3p was the most abundant miRNA on day 1 (Fig. 1*C*, Table S1). Using RT-PCR, we confirmed that miR-223-3p was significantly increased 1 day after muscle injury and decreased on day 3 but still significantly higher than its baseline level (Fig. 1*D*). These results validated the RNA-seq results, suggesting that miR-223-3p plays a role in the early inflammatory stage of skeletal muscle regeneration.

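In the miRNA-Seq libraries, the level of miR-223-3p on day 1 was 4.12 times that on day 3. This ratio was 4.07 with TMM factors, 4.35 with median-of-ratios factors and 3.83 with totals that left out the 10 miRNAs with the most reads. It was lowest, at 2.32, in the deposited expression values, which are not scaled for library size. Chosen after the values were seen, the ratio of the reads without scaling was 2.70, and that of the expression values scaled to their total was 2.84. With a single library at each time point, the difference between the days has no replicate check. From the rise on day 1, the lower level on day 3 and the RT-PCR in Fig. 1D, the paper proposes that miR-223-3p plays a role in the early inflammatory stage of regeneration.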

At early stages of muscle injury and regeneration, the main cell components of muscle were muscle-resident cells and bone marrow (BM)-derived leukocytes. Therefore, to determine the mainly cellular source of increased miR-223-3p, we examined the expression levels of miR-223-3p in normal muscle tissue and BM tissue. The expression level of miR-223-3p was significantly higher in the BM tissue than in muscle (Fig. 2*A*). To further confirm the contribution of BM-derived cells to the upregulation of miR-223-3p, WT mice were injected with busulfan intraperitoneally to reduce the amounts of BM-derived mononuclear cells (CD45^+^ CD11b^+^) in the peripheral blood, and the expression of miR-223-3p was measured at 1 day after CTX injury by RT-PCR (Fig. 2*B*–*D*). As shown in Fig. 2*E*, the expression level of miR-223-3p increased in muscles from the untreated control group at 1 day after injury but did not increase in muscles from mice treated with busulfan. These results demonstrate that the increased miR-223-3p level in injured skeletal muscle is mainly derived from infiltrating BM-derived mononuclear cells.

**Figure 2.**
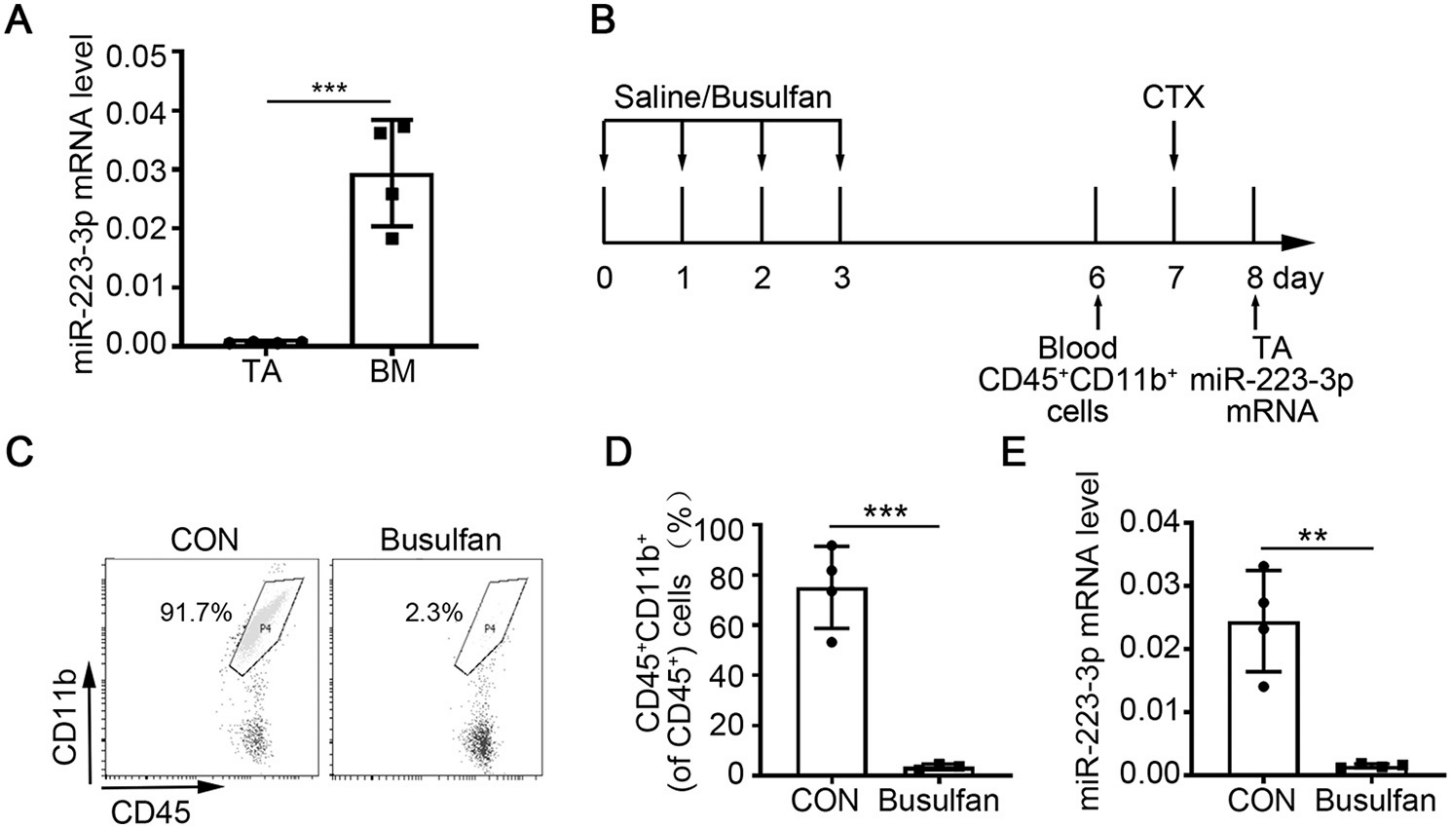
**Increased miR-223-3p is derived from myeloid mononuclear cells.** *A*, RT-PCR assessment of miR-223-3p levels in BM and muscle tissues from WT mice (*n* = 4 per group). *B*, schematic of the experimental design for the depletion of circulating myeloid-derived mononuclear cells by busulfan treatment. *C*, representative flow cytometry analysis of CD45^+^ CD11b^+^ cells from the peripheral blood of control and busulfan-treated mice. *D*, percentages of CD45^+^ CD11b^+^ cells among CD45^+^ cells in the peripheral blood of control and busulfan-treated mice (*n* = 3–4 per group). *E*, RT-PCR verification of miR-223-3p levels in the muscles of control and busulfan-treated mice at 1 day after CTX injury (*n* = 4 per group). Data are expressed as the mean ± S.D. **, *p* < 0.01; ***, *p* < 0.001 by unpaired two-tailed Student's *t* test.

### miR-223-3p deficiency impairs skeletal muscle regeneration

To clarify the role of miR-223-3p in muscle regeneration, miR-223-3p knockout (KO) mice and WT mice were used to examine the phenotype-associated muscle regeneration. At baseline level, the body weight and mass ratio of TA or gastrocnemius (GAS) muscle to the tibia length of miR-223-3p KO mice were similar to those of WT mice (Fig. S1*A* and *B*). There was almost no miR-223-3p detected in miR-223-3p KO muscles at 0 day and 3 days after injury (Fig. S1*C* and *D*). Hematoxylin and eosin (HE) staining data revealed no differences in the distribution of myofiber cross-sectional area (CSA) between uninjured muscles from miR-223-3p KO and WT mice (Fig. S1*E* and *F*). We then detected the mRNA expression levels of myogenic differentiation 1 (*Myod1*) and myogenin (*Myog*), which are associated with MuSC proliferation and differentiation, and observed decreased expression of *Myog* in the muscles of miR-223-3p KO mice compared with that in WT mouse muscles at 3 days after injury but no significant difference in *Myod1* expression (Fig. 3*A*–*B*). At 7 days after injury, the positive areas of eMyHC in miR-223-3p KO muscles were smaller than those in WT muscles (Fig. 3*C* and *D*). At 14 days and 30 days after injury, the mean CSA of newly formed myofibers (indicated by central nuclei) from miR-223-3p KO muscles was smaller than that of WT muscles (Fig. 3*E*–*G*), and the distribution of myofiber CSA was still shifted forward to the left in miR-223-3p KO muscles, which indicated increased smaller myofibers and reduced larger myofibers (Fig. 3*H*). These results indicate that miR-223-3p deficiency impairs muscle regeneration.

**Figure 3.**
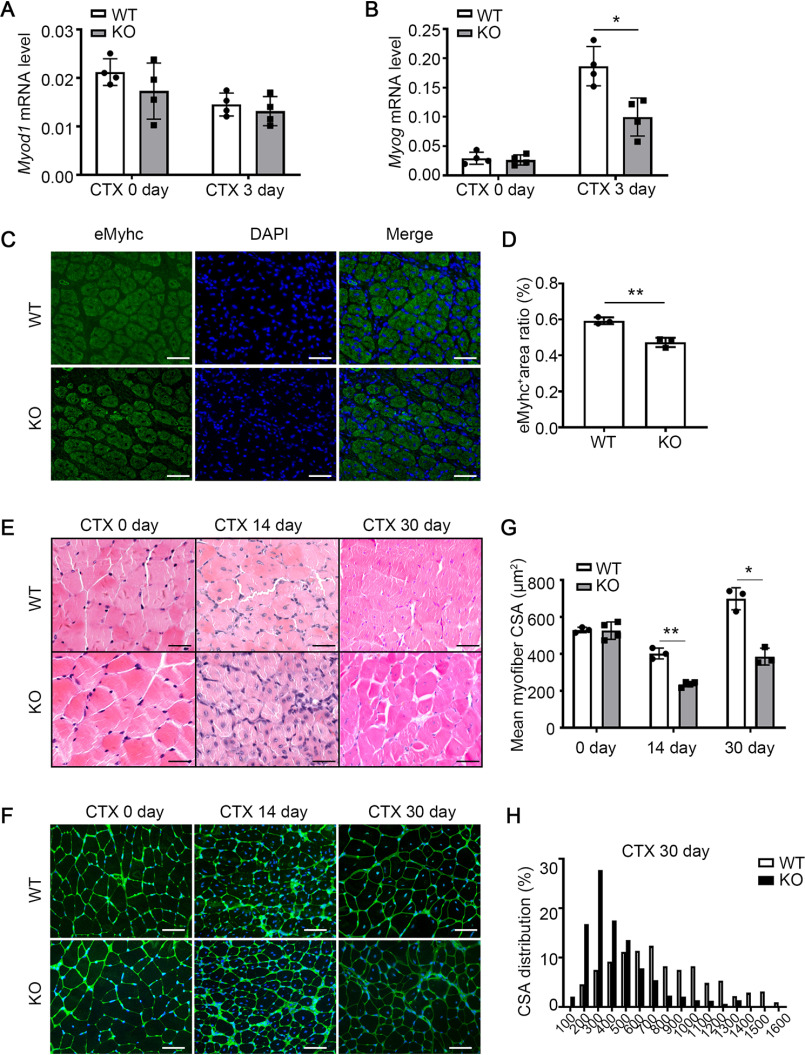
**miR-223-3p KO impairs skeletal muscle regeneration after injury.** *A–B*, RT-PCR assessment of *Myod1* and *Myog* expression in the muscles of WT and miR-223-3p KO mice on 0 day and 3 days after CTX injury (*n* = 4 per group). *C*, representative eMHC immunofluorescence (*green*) of muscles of WT and miR-223-3p KO mice at 7 days after CTX injury. The nuclei were counterstained with DAPI (*blue*). *Scale bar*, 50 μm. *D*, percentages of eMHC-positive areas in fields of view from muscles of WT and miR-223-3p KO mice at 7 days after CTX injury (*n* = 3 per group). *E*, representative HE staining of muscles of WT and miR-223-3p KO mice at 0 day, 14 days, and 30 days after CTX injury. *Scale bar*, 50 μm. *F*, representative WGA staining (*green*) of muscles of WT and miR-223-3p KO mice at 0 day, 14 days, and 30 days after CTX injury. The nuclei were counterstained with DAPI (*blue*). *Scale bar*, 50 μm. *G*, mean myofiber CSA of muscles of WT and miR-223-3p KO mice at 0 day, 14 days, and 30 days after CTX injury (*n* = 3–4 per group; for each sample, ≥300 myofibers were measured). *H*, CSA distributions of muscles of WT and miR-223-3p KO mice at 30 days after CTX injury. Data are expressed as the mean ± S.D. *, *p* < 0.05; **, *p* < 0.01 by unpaired two-tailed Student's *t* test.

### miR-223-3p deficiency promotes interstitial fibrosis in skeletal muscle after injury

To examine whether miR-223-3p affects the interstitial fibrosis formation that accompanies impaired muscle regeneration after injury, we used RT-PCR to measure the expression of collagen type I alpha 1 (*Col1a1*) and transforming growth factor beta 1 (*Tgfb1*), which are associated with fibrosis formation. *Col1a1* expression was significantly higher in miR-223-3p KO mice than in WT mice at 3 and 5 days after injury (Fig. 4*A*), and *Tgfb1* expression was significantly higher in miR-223-3p KO mice than in WT mice at 5 days after injury (Fig. 4*B*). We also examined collagen deposition in WT and miR-223-3p KO mouse muscles at 0, 14, and 30 days after injury by Pircosirius red staining. At baseline level, there was no difference in the ratio of interstitial fibrosis between WT and miR-223-3p KO muscle. However, at 30 days after injury, there was still more interstitial fibrosis formation in miR-223-3p KO muscles than in WT muscles (Fig. 4*C* and *D*). These data indicate that miR-223-3p deficiency promotes interstitial fibrosis in skeletal muscle after injury.

**Figure 4.**
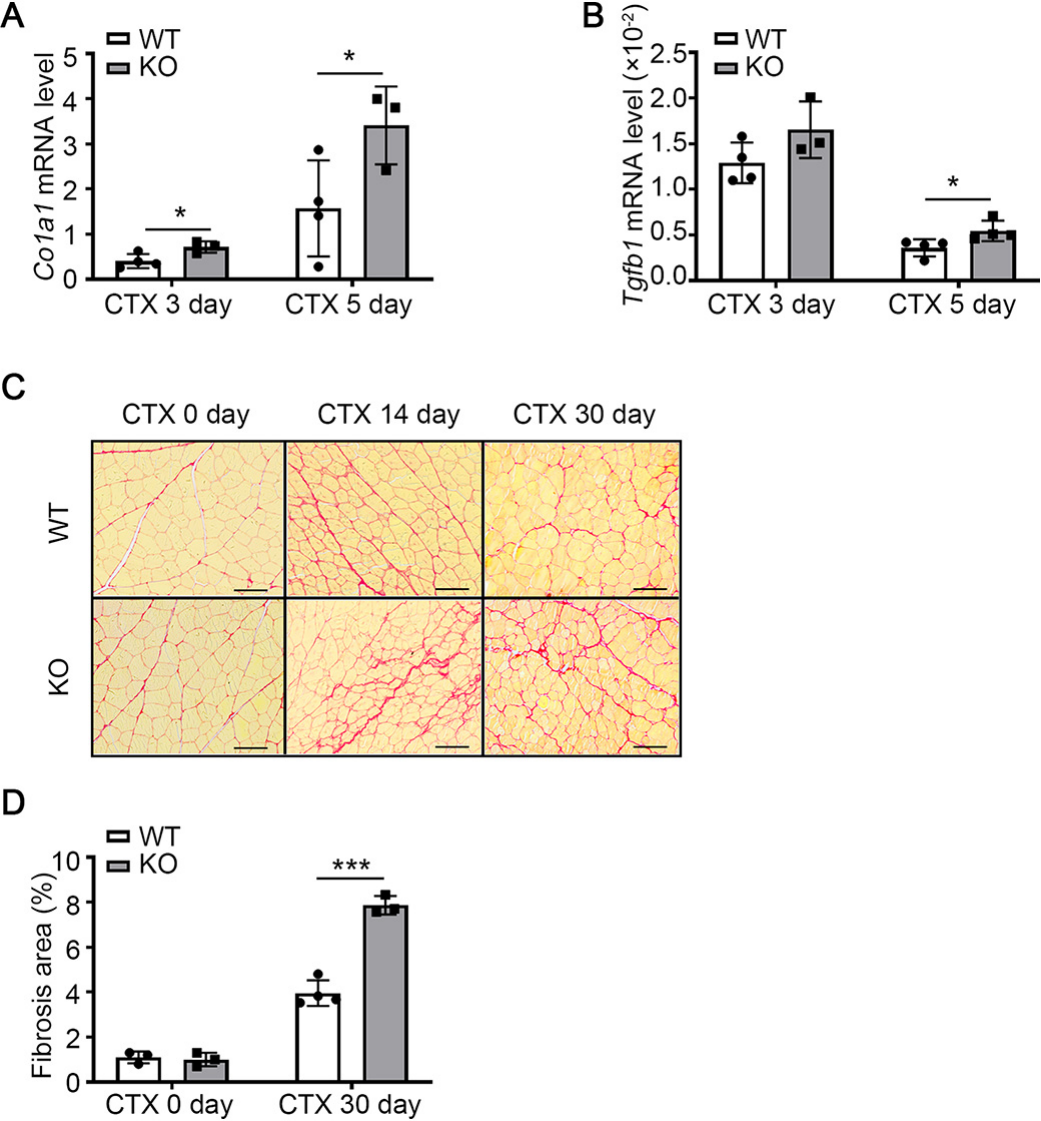
**miR-223-3p KO promotes interstitial fibrosis in injured skeletal muscle.** *A–B*, RT-PCR assessment of *Col1a1* and *Tgfb1* expression in the muscles of WT and miR-223-3p KO mice 3 days and 5 days after CTX injury (*n* = 3–4 per group). *C*, representative Picrosirius red staining (*red*) of muscles of WT and miR-223-3p KO mice on 0 day and 30 days after CTX injury. *Scale bar*, 100 μm. *D*, percentages of Picrosirius red-positive areas per field in the muscles of WT and miR-223-3p KO mice on 0 day and 14 days after CTX injury (*n* = 3–4 per group). Data are expressed as the mean ± S.D. *, *p* < 0.05; ***, *p* < 0.001 by unpaired two-tailed Student's *t* test.

### Overexpression of miR-223-3p in WT mice does not affect skeletal muscle regeneration

To observe the effect of miR-223-3p overexpression on muscle regeneration, we administered WT mice with miR-223-3p agomir, because miRNA agomir has higher stability and miRNA activity *in vivo* than an miRNA mimic (Fig. S2*A*). At 3 days after injury, the expression of miR-223-3p in muscles from miR-223-3p agomir-treated mice was significantly higher than that of NC (negative control) agomir-treated mice, which indicated the overexpression efficiency of miR-223-3p agomir (Fig. S2*B*). At 30 days after CTX injury, muscle regeneration and fibrosis were examined. The mean myofiber CSA of muscles from miR-223-3p agomir-treated mice was similar to that of muscles from NC agomir-treated mice (Fig. S2*C–E*), and there was also no difference in the distribution of myofiber CSA in NC and miR-223-3p agomir-treated mice (Fig. S2*F*). In addition, the ratio of fibrosis area was not affected by miR-223-3p overexpression (Fig. S2*G* and *H*). These data indicated that overexpression of miR-223-3p in WT muscle did not affect muscle regeneration after injury.

### miR-223-5p is not critical for skeletal muscle regeneration after injury

Both miR-223-3p and miR-223-5p were upregulated in regenerating muscle. However, the fragments per kilobase of exon model per million reads mapped (FPKM) of miR-223-5p was lower than that of miR-223-3p at each time point (Table S1). 

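Both arms are cut from the hairpin of Mir223, on chromosome X of GRCm38 from 96242817 to 96242926 on the plus strand. In the GENCODE M21 annotation, this hairpin of 110 nucleotides lies in an exon of the noncoding transcript F630028O10Rik on the same strand. Its sequence is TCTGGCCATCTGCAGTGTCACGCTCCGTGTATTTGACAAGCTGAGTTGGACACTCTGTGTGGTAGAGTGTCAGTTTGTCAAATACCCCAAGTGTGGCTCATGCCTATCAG. The reads of miR-223-5p numbered 12 on day 0, 708 on day 1 and 665 on day 3. Its log2 fold change relative to day 0 was 6.29 on day 1 (95% interval 5.47 to 7.11; adjusted p = 1.8e-236 from Fisher's exact test with Benjamini-Hochberg adjustment) and 5.59 on day 3 (4.77 to 6.41; adjusted p = 4.3e-159 from the same test). These tests compare single libraries. The interval of the fold change on day 1 contained the log2 fold change of 6.32 of miR-223-3p, and the lower bound on day 3 was above the 4.28 of miR-223-3p.

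**Figure D3:**
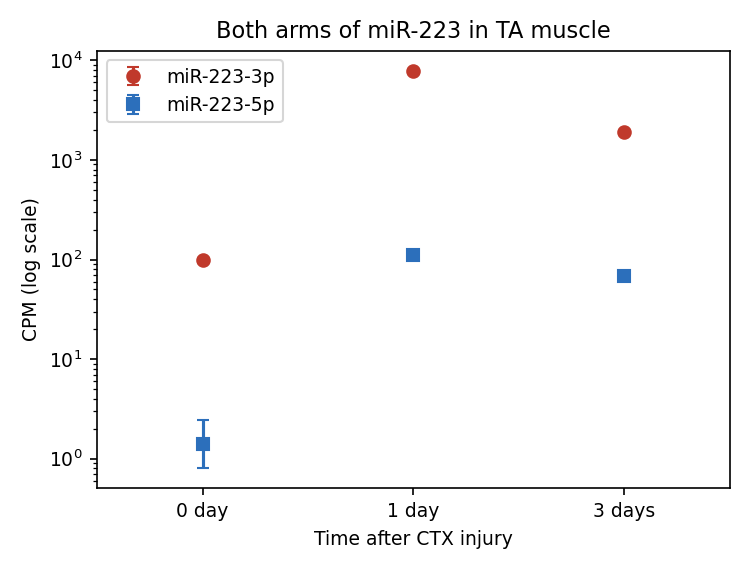
Levels of miR-223-3p (circles) and miR-223-5p (squares) in CPM on a log scale at 0 day, 1 day and 3 days after CTX injury, 1 library per time point. Bars are 95% Wilson intervals for counting error and are smaller than most symbols. miR-223-5p had 12 reads on day 0, which gives it the widest interval.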

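In CPM, miR-223-5p was at 1.41 on day 0 (95% interval 0.807 to 2.47), 110.3 on day 1 (102.4 to 118.7) and 67.9 on day 3 (62.9 to 73.3). The ratio of miR-223-3p to miR-223-5p reads was 69.3 on day 0, 70.9 on day 1 and 27.9 on day 3. miR-223-5p made up 1.42% of the reads of both arms on day 0 (0.815 to 2.47), 1.39% on day 1 (1.29 to 1.50) and 3.46% on day 3 (3.21 to 3.73). The share on day 1 was not distinguishable from that on day 0 (two-sided Fisher's exact test on the reads, p = 0.88), whereas the share on day 3 was higher than on day 0 (p = 5.9e-04) and on day 1 (p = 1.9e-62). In the deposited expression values, the ratio of miR-223-3p to miR-223-5p was 68.5, 55.3 and 25.8.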

To compare the effect of miR-223-3p and miR-223-5p in muscle regeneration, we also examined the function of miR-223-5p in muscle regeneration by inhibiting miR-223-5p in WT mice through miR-223-5p antagomir intravenous injection (Fig. S3*A*). At 3 days after injury, the expression of miR-223-5p in muscles from miR-223-5p antagomir-treated mice was significantly lower than that of NC antagomir-treated mice, which indicated the suppression efficiency of miR-223-5p antagomir (Fig. S3*B*). At 30 days after CTX injury, muscle regeneration and fibrosis were examined. The mean myofiber CSA of muscles from miR-223-5p antagomir-treated mice was similar to that of muscles from NC antagomir-treated mice (Fig. S3*C–E*), and there was also no difference in the distribution of myofiber CSA in NC and miR-223-5p antagomir-treated mice (Fig. S3*F*). The muscle fibrosis area ratio also was not affected by miR-223-5p inhibition (Fig. S3*G* and *H*). These data indicated that miR-223-5p was not critical for muscle regeneration after injury.

### miR-223-3p deficiency increases inflammation after skeletal muscle injury

The observed impaired muscle regeneration after injury in miR-223-3p KO mice prompted us to explore whether the proliferation and differentiation of MuSCs are affected by miR-223-3p. Primary MuSCs were isolated from WT mice and transfected with either an miR-223-3p mimic or a negative control (Fig. S4*A*). We observed similar *Myog* expression levels in primary MuSCs in each group after 3 days in differentiation medium (Fig. S4*B*). To detect the effect of miR-223-3p on MuSC proliferation, we performed a 5-ethynyl-2′-deoxyuridine (EdU) assay and analyzed the ratio of EdU-positive cells to total cells. However, the results showed that overexpression of miR-223-3p by miR-223-3p mimic does not affect the proliferation of MuSCs (Fig. S4*C* and *D*). To detect the effect of miR-223-3p on MuSC differentiation, we cultured MuSCs in differentiation medium for 3 days and observed the positive area ratio of embryonic isoform of myosin heavy chain (eMHC) by immunofluorescence. The results suggested that miR-223-3p is dispensable for MuSC differentiation (Fig. S4*E* and *F*). Taken together, these results indicate that miR-223-3p does not affect MuSC proliferation or differentiation.

To determine whether miR-223-3p deficiency leads to an altered inflammatory response in skeletal muscle at early stages of regeneration following injury, we used flow cytometry to analyze the infiltration of inflammatory cells into injured muscle tissues from WT and miR-223-3p KO mice. There were more CD45^+^ leukocytes, CD45^+^ CD11b^+^ mononuclear cells, and CD45^+^ CD11b^+^ F4/80^+^ macrophages in miR-223-3p KO mouse muscles than in WT mouse muscles at 1 and 3 days after injury (Fig. 5*A*–*D*). The mRNA levels of protein tyrosine phosphatase receptor type C (*Ptprc-*encoded protein CD45) and integrin subunit alpha M (*Itgam*-encoded protein CD11b) were also significantly higher in miR-223-3p KO mouse muscles than that in WT muscles (Fig. 5*E* and *F*). These results suggest that loss of miR-223-3p results in a continuous inflammatory response in injured muscle.

**Figure 5.**
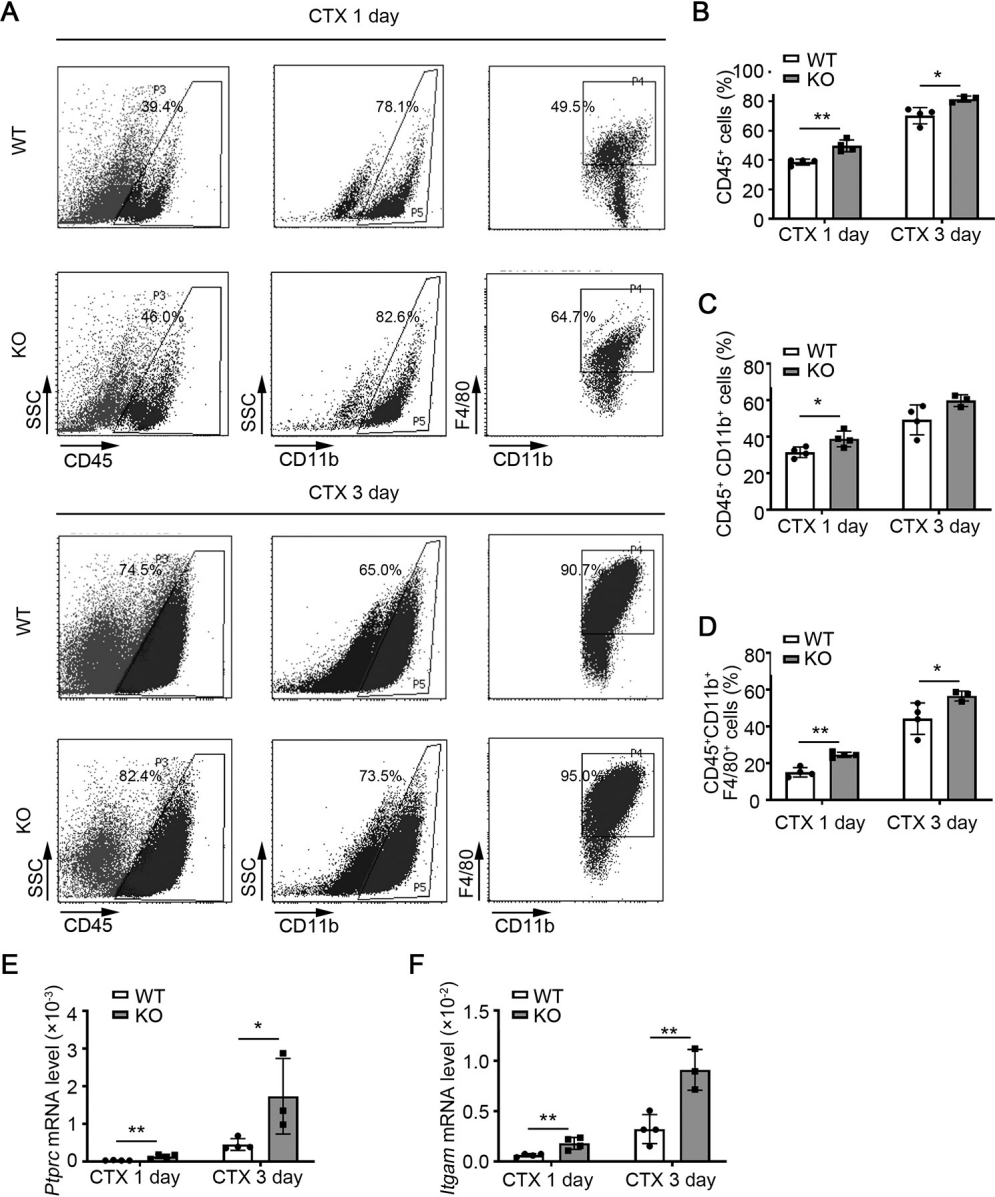
**miR-223-3p KO increases the inflammatory response in injured skeletal muscle.** *A*, representative flow cytometry analysis of CD45^+^ leukocytes, CD45^+^ CD11b^+^ monocytes, and CD45^+^ CD11b^+^ F4/80^+^ macrophages in the muscles of WT and miR-223-3p KO mice at 1 day and 3 days after CTX injury. *B*–*D*, percentages of CD45^+^, CD45^+^ CD11b^+^, and CD45^+^ CD11b^+^ F4/80^+^ cells in the muscles of WT and miR-223-3p KO mice at 1 day and 3 days after CTX injury (*n* = 3–4 per group). *E–F*, RT-PCR assessment of *Ptprc* and *Itgam* expression in the muscles of WT and miR-223-3p KO mice at 1 day and 3 days after CTX injury (*n* = 3–4 per group). Data are expressed as the mean ± S.D. *, *p* < 0.05; **, *p* < 0.01 by unpaired two-tailed Student's *t* test.

### miR-223-3p deficiency leads to increased proinflammatory macrophage infiltration in injured skeletal muscle

To further explore the cause of the continuous inflammatory response caused by miR-223-3p deficiency, we analyzed the subtypes of infiltrating macrophages at 1 day after injury, using Gr1 to distinguish pro- and anti-inflammatory macrophages. The ratio of F4/80^+^ Gr1^hi^ proinflammatory macrophages in macrophages of miR-223-3p KO muscles was higher than that in WT muscle, whereas there was no significant difference in the ratio of F4/80^+^ Gr1^lo^ anti-inflammatory macrophages in these samples (Fig. 6*A* and *B*). Moreover, the mRNA level of the proinflammatory cytokine *Il1b* was significantly increased in miR-223-3p KO muscles at days 0, 2, and 3 after injury compared with that in the WT muscles, and the expression of *Ccl2* was also significantly higher in miR-223-3p KO muscles than in WT muscles at 2 days after injury (Fig. 6*C* and *D*). *In vitro*, activated miR-223-3p KO macrophages (stimulated with lipopolysaccharide [LPS] for 12 h) expressed higher mRNA levels of *Il1b* and tumor necrosis factor (*Tnf*), *Ccl2*, and C-X-C motif chemokine ligand 1 (*Cxcl1*) than WT macrophages, whereas there was no significant difference in baseline levels when the cells were treated with PBS (Fig. 6*E*–*H*).

**Figure 6.**
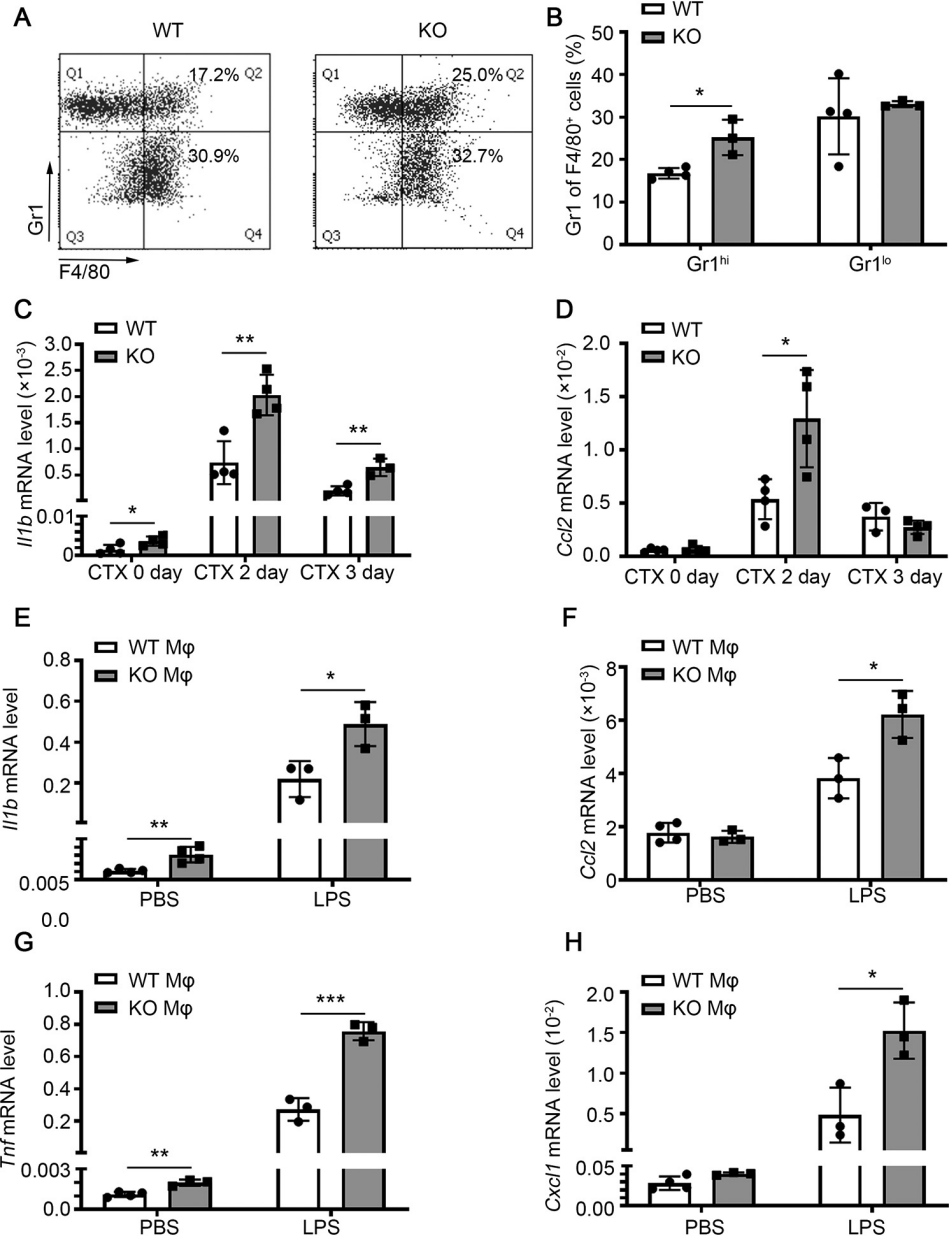
**miR-223-3p KO increases proinflammatory macrophage infiltration of injured skeletal muscle.** *A*, representative flow cytometry analysis of CD45^+^ CD11b^+^ F4/80^+^ Gr1^hi^ proinflammatory macrophages and CD45^+^ CD11b^+^ F4/80^+^ Gr1^lo^ anti-inflammatory macrophages in the muscle total macrophages of WT and miR-223-3p KO mice 1 day after CTX injury. *B*, percentages of CD45^+^ CD11b^+^ F4/80^+^ Gr1^hi^ macrophages and CD45^+^ CD11b^+^ F4/80^+^ Gr1^lo^ anti-inflammatory macrophages in the muscle total macrophages of WT and miR-223-3p KO mice at 1 day after CTX injury (*n* = 3–4 per group). *C*–*D*, RT-PCR assessment of *Il1b* and *Ccl2* expression in the muscles of WT and miR-223-3p KO mice at 0, 2, and 3 days after CTX injury (*n* = 3–4 per group). *E–H*, RT-PCR assessment of *Il1b*, *Ccl2*, *Tnf*, and *Cxcl1* expression in WT and miR-223-3p KO primary macrophages (mφ) treated with PBS or LPS (5 μg/ml) for 12 h (*n* = 3–4 per group). Data are expressed as the mean ± S.D. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 by unpaired two-tailed Student's *t* test.

Collectively, these results indicate that at early stages in skeletal muscle regeneration after injury, miR-223-3p KO mice display an imbalance in pro- and anti-inflammatory factors in their microenvironment, reflected by increased macrophage infiltration and proinflammatory macrophage differentiation.

### IL-6 is the target gene of miR-223-3p during muscle regeneration

Previous studies have reported that miR-223-3p inhibits proinflammatory responses in the liver and lungs by directly targeting *Il6* (15, 16). In addition, our previous study demonstrated that the IL-6 signal transducer and activator of transcription 3 (STAT3) pathway promotes macrophage infiltration during muscle regeneration (8). To determine whether *Il6* is involved in the increased proinflammatory macrophage infiltration observed in miR-223-3p KO skeletal muscle, RT-PCR was performed. The results reveal significant *Il6* upregulation in miR-223-3p KO skeletal muscles compared with that in WT muscles at 0, 2, and 3 days after injury (Fig. 7*A*). *In vitro*, activated miR-223-3p KO macrophages (stimulated with LPS for 12 h) expressed higher levels of *Il6* mRNA than WT macrophages, whereas there was no significant difference in baseline *Il6* levels when the cells were treated with PBS. The concentration of IL-6 was increased in the culture medium of activated miR-223-3p KO macrophages compared with that of activated WT macrophages; however, baseline IL-6 levels were undetectable (Fig. 7*B* and *C*). These results suggest that IL-6 is the target gene of miR-223-3p during muscle regeneration.

**Figure 7.**
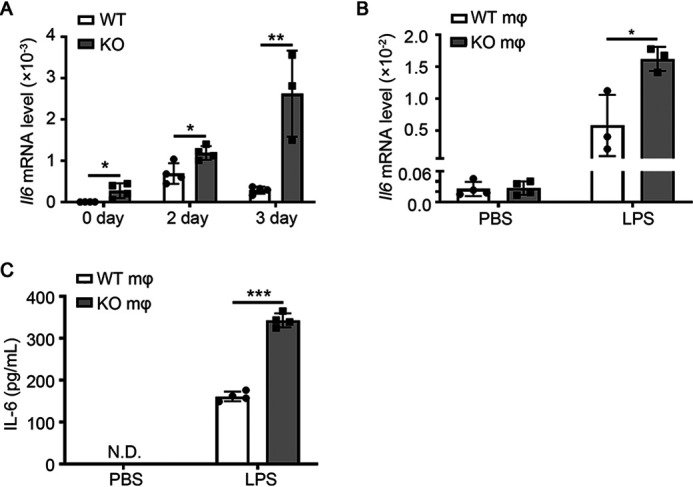
**miR-223-3p targets *Il6* during muscle regeneration.** *A*, RT-PCR assessment of *Il6* expression in the muscles of WT and miR-223-3p KO mice at 0, 2, and 3 days after CTX injury (*n* = 3–4 per group). *B*, RT-PCR assessment of *Il6* expression in WT and miR-223-3p KO primary macrophages treated with PBS or LPS (5 μg/ml) for 12 h (*n* = 3–4 per group). *C*, cytometric bead array assessment of the protein concentration of IL-6 in the culture medium of WT or miR-223-3p KO primary macrophages treated with PBS or LPS (5 μg/ml) for 12 h (*n* = 4 per group). Data are expressed as the mean ± S.D. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001, by unpaired two-tailed Student's *t* test.

### Administration of IL-6-neutralizing antibody rescues the muscle regeneration ability of miR-223-3p KO mice

To examine whether the excessive IL-6 was related to the increased inflammation and impaired muscle regeneration in miR-223-3p KO muscles, the IL-6-neutralizing antibody or PBS was intramuscularly injected into miR-223-3p KO mice at 1, 2, and 3 days after CTX injury (Fig. 8*A*). At 3 days after injury, the ratio of F4/80^+^ Gr1^hi^ proinflammatory macrophages was decreased in macrophages of miR-223-3p KO muscles with IL-6-neutralizing antibody, whereas the ratio of F4/80^+^ Gr1^lo^ anti-inflammatory macrophages was increased in macrophages of miR-223-3p KO muscles with IL-6-neutralizing antibody (Fig. 8*B* and *C*). The mRNA expression levels of the proinflammatory cytokines *Il1*β and *Cxcl1* were also decreased in miR-223-3p KO muscles with IL-6-neutralizing antibody (Fig. 8*D* and *E*). At 30 days after injury, the muscle regeneration and fibrosis were examined. IL-6-neutralizing antibody could increase the mean myofiber CSA of miR-223-3p KO muscles (Fig. 9*A* and *B*) and the distribution of myofiber CSA shifted forward to larger areas (Fig. 9*C*). The fibrosis area in miR-223-3p KO muscles was also reduced by the administration of IL-6-neutralizing antibody (Fig. 9*D* and *E*). These data demonstrated that increased IL-6 expression drives the inflammatory imbalance observed in miR-223-3p-deficient injured muscle.

**Figure 8.**
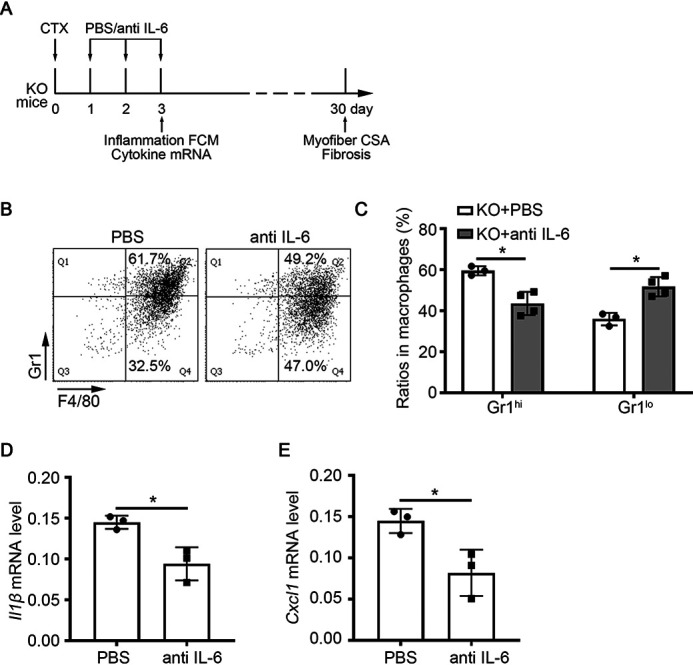
**IL-6-neutralizing antibody reduced the proinflammatory response in miR-223-3p KO muscle.** *A*, schematic of the experimental design. IL-6-neutralizing antibody (10 μg/TA) or PBS was intramuscularly injected into WT or miR-223-3p KO muscle at 1 day, 2 days, and 3 days after CTX injury. At day 3 after injury, TA muscle was harvested to examine the inflammation response, and at day 30 after injury, TA muscle was harvested to examine the regeneration. *B*, representative flow cytometry analysis of CD11b^+^ F4/80^+^ Gr1^hi^ proinflammatory macrophages and CD11b^+^ F4/80^+^ Gr1^lo^ anti-inflammatory macrophages in the muscle total macrophages of miR-223-3p KO or miR-223-3p KO muscle with IL-6-neutralizing antibody at 3 days after CTX injury. *C*, percentages of CD11b^+^ F4/80^+^ Gr1^hi^ macrophages and CD45^+^ CD11b^+^ F4/80^+^ Gr1^lo^ anti-inflammatory macrophages in the muscle total macrophages of miR-223-3p KO or miR-223-3p KO muscle with IL-6-neutralizing antibody after CTX injury (*n* = 3–4 per group). *D–E*, RT-PCR assessment of *Il1b* and *Cxcl1* expression in muscles at 3 days after CTX injury (*n* = 3 per group). Data are expressed as the mean ± S.D. *, *p* < 0.05 by unpaired two-tailed Student's *t* test.

**Figure 9.**
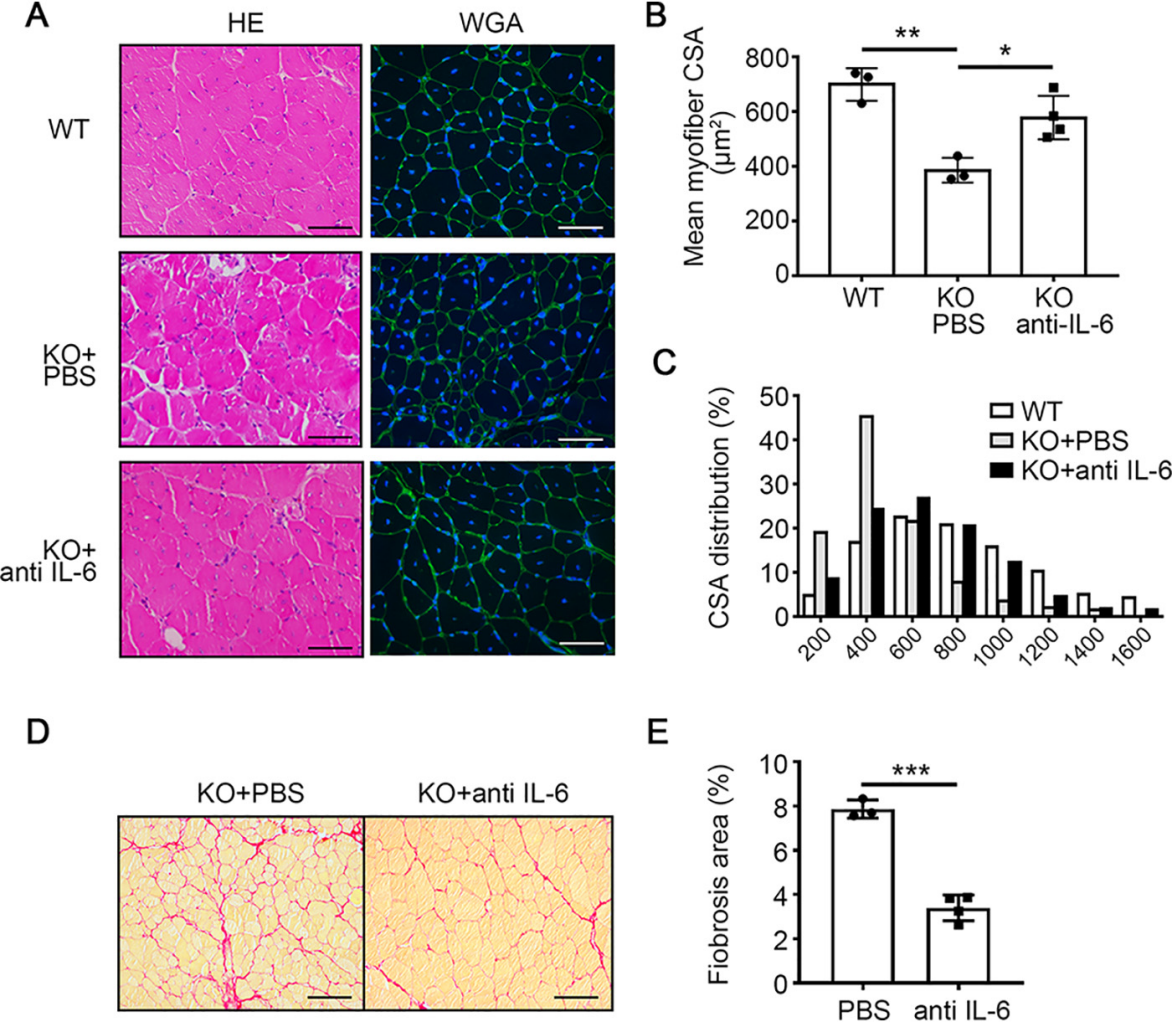
**IL-6-neutralizing antibody rescued the impaired muscle regeneration of miR-223-3p KO mice.** *A*, representative HE (*left*) and WGA staining (*green*, *right*) of WT, miR-223-3p KO, or miR-223-3p KO muscle with IL-6-neutralizing antibody at 30 days after CTX injury. The nuclei were counterstained with DAPI (*blue*). *Scale bar*, 50 μm. *B*, mean myofiber CSA of WT, miR-223-3p KO, or miR-223-3p KO muscle with IL-6-neutralizing antibody at 30 days after CTX injury (*n* = 3–4 per group; for each sample, ≥300 myofibers were measured). *C*, CSA distributions of WT, miR-223-3p KO, or miR-223-3p KO muscle with IL-6-neutralizing antibody at 30 days after CTX injury. *D*, representative Picrosirius red staining (*red*) of miR-223-3p KO or miR-223-3p KO muscles with IL-6-neutralizing antibody at 30 days after CTX injury. *Scale bar*, 100 μm. *E*, percentages of Picrosirius red-positive areas per field in miR-223-3p KO or miR-223-3p KO muscles with IL-6-neutralizing antibody at 30 days after CTX injury (*n* = 3–4 per group). Data are expressed as the mean ± S.D. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 by unpaired two-tailed Student's *t* test.

## Discussion

Our results demonstrate that miR-223-3p plays an important role in regulating inflammation and muscle regeneration after injury. miR-223-3p deficiency led to continuously increased inflammation in injured muscle and impaired muscle regeneration. Mechanistically, miR-223-3p deficiency in macrophages is linked to increased expression of target gene *Il6*.

Data from our miRNA transcriptome analysis showed that miR-223-3p was significantly increased in injured muscle in the early stage of regeneration. A previous study of Chen *et al*. also examined the miRNA expression profile by using Taqman miRNA expression assays (17). In this study, we detected the miRNA expression profile by using small RNA-Seq. Small RNA sequencing could detect the expression of miRNA at a higher throughput, and we identified more differentially expressed miRNA at each time point. Although the exact fold change of miR-223-3p at day 1 and day 3 after injury was different, both our and their data showed a similar change trend in the miR-223-3p expression level. However, the previous study did not focus on this and the roles of miRNA in muscle regeneration. miR-223-3p is mainly expressed in myeloid cells (18–21), and its expression is associated with changes in the numbers of infiltrating myeloid cells (2, 5, 17). In our study, removing circulating BM-derived mononuclear cells by busulfan treatment (22, 23) attenuated the upregulation of miR-223-3p after injury revealed that the increased miR-223-3p in injured muscles was mainly derived from recruited BM mononuclear cells. BM-derived cells have been identified as the source of elevated miR-223-3p levels in other disease models as well (19–21).

Our study identifies miR-223-3p as a critical component of muscle regeneration for the first time. Skeletal muscle regeneration after injury mainly relies on the activation, proliferation, and differentiation of MuSCs to form new myofibers, and the inflammatory microenvironment is critical to fine-tune this process (2, 5–7, 24). In this study, we observed that during muscle regeneration after injury, the expression of the differentiation-associated gene *Myog* was decreased in miR-223-3p KO mouse muscles. Previous studies have shown that miR-223-3p directly promotes differentiation and inhibits proliferation in chicken embryonic MuSCs (25). However, an miR-223-3p mimic had no effect on the proliferation or differentiation of mouse primary MuSCs. This could be because of differences in the processes of embryonic muscle development and mature skeletal muscle regeneration.

miR-223-3p participates in a negative feedback mechanism, limiting excessive inflammation and maintaining BM cell homeostasis (18, 26–29). In this study, we found that the number of leukocytes (particularly macrophages) and the expression of inflammatory factors were significantly increased in the early stage of regeneration after muscle injury in miR-223-3p KO mice. Therefore, the balance of pro- and anti-inflammatory factors in the microenvironment is disrupted in the skeletal muscle of these mice. A persistent or increased proinflammatory state can exacerbate tissue injury and may blunt the differentiation and fusion of MuSCs (30, 31).

Our results indicate that IL-6, a previously reported direct target of miR-223-3p, is involved in the inflammatory imbalance in miR-223-3p KO mouse muscle after injury. Previous studies have shown that miR-223-3p can directly bind the 3′ UTR of *Il6* and inhibit its expression during inflammatory responses after liver and lung diseases (15, 16). IL-6 is a pleiotropic cytokine, which is released by muscle fiber, MuSCs, FAP, and inflammatory cells under different conditions (10, 32). During muscle homeostasis, or physical exercise, muscle fibers produce and secrete IL-6 as a myokine, which has been considered an energy sensor modulating both lipolysis and glucose uptake to adapt to the energy requirements during exercise (33). The elevated IL-6 could also promote muscle hypertrophy by increasing protein synthesis and promoting the proliferation of satellite cells and their incorporation into the existing myofiber (34). Conversely, under pathologic conditions, such as aging and chronic inflammation disease-associated cachexia, the plasma levels of IL-6 increase persistently, promoting muscle atrophy primarily by inducing catabolic pathways (35, 36). The overexpression of IL-6 in transgenic mice caused muscular atrophy and increased levels of cathepsin in skeletal muscle, indicating that IL-6 is involved in the regulation of muscle protein degradation (37). A recently study shows that aberrantly activated IL-6-STAT3 signaling in FAPs results in impaired regeneration and increased fibrosis in denervated muscles (38).

After acute muscle injury, the infiltrated macrophage is the main cellular source, and the increased IL-6 could stimulate the proliferation of MuSCs and promote the expression of chemokines CCL2 and CCL3 in macrophages, which further enhances the infiltration of macrophages (8). At the late stage of muscle injury and regeneration, the expression of IL-6 returns to the basal level, which is accompanied with the resolution of inflammatory response. In this study, we found that as a target gene of miR-223-3p, the expression of IL-6 persisted at a higher level in miR-223-3p KO muscles, and the level of inflammatory cells in miR-223-3p KO muscles was higher than that in WT muscles. When the IL-6-neutralizing antibody was administered in miR-223-3p KO muscles, the numbers of proinflammatory macrophages and cytokines were reduced and the regeneration ability of miR-223-3p KO muscles was also restored. Our data also support the conclusion that the excessive increase of IL-6 in muscle was detrimental to skeletal muscle homeostasis and regeneration.

In this study, we found that overexpression of miR-223-3p in normal WT muscle did not affect muscle regeneration after injury. The expression of miR-223-3p was already abundant in normal WT muscle after injury, and the function of the overexpression of miR-223-3p in normal muscle could not be detected. Under some pathological conditions with cachexia, such as chronic kidney dysfunction, the expression of miR-223-3p was decreased (39). The function of miR-223-3p agomir in muscle regeneration should be further explored under these conditions.

In conclusion, we demonstrate that myeloid cell-derived miR-223-3p has a protective effect on muscle regeneration after injury, repressing a continuously proinflammatory response by repressing target gene *Il6*.

## Experimental procedures

### Animals

We purchased miR-223-3p KO mice in the C57BL/6 background from The Jackson Laboratory (stock no. 013198). miR-223-3p KO mice are viable and fertile and had body weight similar to that of littermate WT control mice. Mice were bred in the animal facility of Beijing Anzhen Hospital, where they were fed a standard diet and housed in a specific-pathogen-free environment with a 12-h/12-h light/dark cycle. 10–12-week-old male mice were used in this study. The Animal Subjects Committee of Capital Medical University approved all animal housing and experimental protocols.

### Muscle regeneration model

Mice were anesthetized with 2% isoflurane and maintained with 1.5% isoflurane (RWD Life Science, Shenzhen, China), and the TA and GAS muscles were injected with 10 μm CTX from *Naja pallida* (30 and 60 μl; Sigma, St. Louis, MO, USA) or saline as a control. At different time points after skeletal muscle injury, the mice were euthanized by intraperitoneal injection with sodium pentobarbital (100 mg · kg^−1^), and the TA and GAS muscles were harvested. Unless otherwise specified, TA tissues were fixed in 10% neutral buffered formalin for 8 h and stored in paraffin at room temperature for histological analysis. GAS tissues were frozen in liquid nitrogen and stored at −80 °C for mRNA extraction.

### Pretreatment with busulfan

Busulfan (Sigma) was intraperitoneally injected into mice (35 mg·kg^−1^·day^−1^) for 4 consecutive days. 6 days after the first injection, the efficiency of myeloid mononuclear macrophage and neutrophil removal from the peripheral blood was examined by flow cytometry. The TA muscles were injected with CTX 7 days after busulfan injection and harvested the next day for mRNA extraction.

### Histological analysis

TA muscles were sectioned to 5-μm thickness. Staining with HE and FITC-conjugated wheat germ agglutinin (WGA) (1:50; Sigma) to evaluate muscle CSA, Picrosirius red to detect collagen deposition, and eMHC (1:200; Developmental Studies Hybridoma Bank, Iowa City, IA, USA) to detect myofiber differentiation were performed as previously described (13, 40). Images were captured on an ECLIPSE 90i fluorescence digital microscope (Nikon, Japan) and analyzed using NIS-Elements Br 3.0 software (Nikon).

### RNA extraction and RT-PCR

Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA) as previously described (8). For miRNA, 2 μg RNA was reverse transcribed to cDNA using the TaqMan microRNA reverse transcription kit (Applied Biosystems, Lithuania) and primers targeting miR-223-3p/5p and U6 small nuclear RNA (TaqMan MicroRNA assay, Applied Biosystems). miRNA expression levels were measured by RT-PCR using TaqMan Universal Master Mix II (Applied Biosystems, Foster City, CA, USA) and probes targeting miR-223-3p/5p and U6 (TaqMan MicroRNA Assay, Applied Biosystems) in a CFX Connect real-time PCR detection system (Bio-Rad, USA). For mRNAs, cDNA was generated from 2 μg total RNA using the reverse transcription kit (Promega, Madison, WI, USA). The sequences of all cDNA primers are listed in Table S2. The expression levels of mRNAs were measured by RT-PCR using SYBR Master Mix II (Takara, Otsu, Shiga, Japan). Relative expression was calculated from cycle threshold values using the housekeeping gene β-actin (*Actb*; for mRNA) and U6 (for miRNA) as controls.

### miRNA sequencing

Four samples were pooled into one sample for miRNA sequencing at each time point. miRNA sequencing and analysis were performed on the BGISEQ platform at BGI (Shenzhen, China). In brief, after the quality and integrity of total RNA were assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, USA), small RNAs (18–30-nucleotide segments) were separated from total RNA by PAGE and processed for library construction and sequencing. High-quality clean read sequences were screened by alignment with National Center for Biotechnology Information data (GCF_000001635.26_GRCm38.p6). Afterward, FC and FDR-corrected *p* values were calculated. FDR ≤ 0.001 and FC ≥ 2 were used as thresholds to identify differentially expressed miRNAs.

### Flow cytometry analysis

TA muscles were dissected, finely minced, and dissociated by digestion with 200 units/ml collagenase I (Gibco, Grand Island, NY, USA) and 2.4 units/ml dispase II (Gibco) for 30 min at 37 °C and 100 rpm. The muscle slurry was diluted in PBS, filtered, centrifuged at 1,500 rpm for 5 min, and resuspended in PBS. Mononuclear cells (1 × 10^6^ in 100 μl PBS) were labeled with diluted CD45 peridinin chlorophyll protein Cy5.5, CD11b allophycocyanin Cy7, F4/80 allophycocyanin, and Gr1 phycoerythrin antibodies (all antibodies from BD, USA) for 30 min at 4 °C, and then cells were washed and resuspended in PBS buffer. Cells were analyzed by flow cytometry (BD LSRFortessa) and associated software (BD FACSDiva software).

### Isolation and culture of primary BMDMs

Primary BM-derived macrophages (BMDMs) were generated as previously described (41). In brief, BMDMs were maintained in growth medium (Dulbecco's modified Eagle's medium, high glucose, supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin). After 4 h, nonadherent cells were removed, and adhered cells were induced to differentiate into macrophages with fresh growth medium supplemented with 50 ng/ml macrophage colony-stimulating factor (PeproTech, Rocky Hill, NJ, USA). Cells were cultured in a humidified incubator at 37 °C with 5% CO_2_. To activate BMDMs, cells were stimulated with 5 μg/ml LPS (PeproTech) for 12 h.

### Cytometric beads array assays

The concentration of IL-6 in culture medium was determined by a CBA protein assay kit IL-6 flex set (Thermo Fisher, Waltham, MA, USA). The CBA immunoassay was carried out according to the manufacturer's instructions.

### Treatment with IL-6-neutralizing antibody

IL-6-neutralizing antibody (5 μg/TA; RD, Minneapolis, MN, USA) or PBS as a control was intramuscularly injected into WT or miR-223-3p KO muscle at 1 day, 2 days, and 3 days after CTX injury, and mice were analyzed at the indicated time points.

### Statistical analysis

Unless otherwise stated, all data are expressed as the mean ± S.D. Statistical analysis was performed using GraphPad Prism 8.30 software, and the two groups were compared using unpaired two-tailed Student's *t* tests. *p* values of <0.05 were considered statistically significant.

## Data availability

miRNA sequencing data have been deposited in the Gene Expression Omnibus under accession number GSE141879. All other data are contained within the manuscript.

## Supplementary Material

Supporting Information

# Supplementary material for: MicroRNA-223-3p promotes skeletal muscle regeneration by regulating inflammation in mice
**Source:** J Biol Chem. 2020 Jun 3;295(30):10212–23. doi: 10.1074/jbc.RA119.012263
**Supplement:** Supporting Information

MicroRNA-223-3p promotes skeletal muscle regeneration by regulating inflammation in mice — MiR-223-3p promotes muscle regeneration — MicroRNA-223-3p promotes skeletal muscle regeneration by regulating inflammation in mice — miR-223-3p promotes muscle regeneration — Supporting Information 

# MicroRNA-223-3p promotes skeletal muscle regeneration by regulating inflammation in mice

## Supporting Information

- Supporting Information (to be published online) - Supplemental experimental procedures, supplemental figure 1-4, supplemental table 1-2.

How the deposited data were processed for this re-analysis (not part of the article)

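miRNA levels were measured by small RNA sequencing in TA muscles of WT mice on day 0 and on days 1 and 3 after CTX injury. At each time point 4 samples were pooled into 1 library, and the 3 libraries were assigned to their time points from their labels and the paper's methods. The authors had the libraries sequenced on the BGISEQ platform at BGI and aligned the reads to GRCm38.p6, and the authors deposited for each of 1138 mature miRNAs the read count, without normalization. The authors also deposited an expression value, treated here as a score because the whole numbers it holds never exceed the read count and do not have the form of FPKM, the unit the paper names for Fig. 1C. How the authors made this score is not stated in the paper's text.

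The main comparison scaled the reads to the library total and used a two-sided Fisher's exact test with Benjamini-Hochberg adjustment, at the paper's thresholds of a fold change of 2 and an adjusted p of 0.001. A replicate model cannot be fitted with 1 library per time point. An miRNA with 0 reads in 1 of the 2 libraries counted as past the fold threshold when the test called it. The alternatives set before the data were examined were edgeR's TMM factors, DESeq2's median-of-ratios factors and totals without the 10 miRNAs with the most reads, each with an exact conditional binomial test, the deposited expression values for the fold change, a pseudocount of 1 CPM, minimums of 10 reads in 1 or both libraries, a fold change of 4, an adjusted p of 0.05, edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4, and subsampling of the reads to 6421056 per library. The expression values were set beforehand as an alternative before their form was known. They were used as deposited, with the test kept on the reads, and that form was chosen after they were seen. Another 43 settings for the counts of differentially expressed miRNAs were tried after the values and the paper's counts had been seen.

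The calling procedure was tested on simulated reads for the 1138 miRNAs, with 200 of them changed 4-fold. The changes in share were recovered with a median error of 0.04 on the log2 scale. All 200 changed miRNAs were called in the right direction with the read total of day 1, and 179 with that of day 3. The changed miRNAs were drawn separately for each total, and the total of day 3 is the larger, so depth does not explain the lower count. This recovery was tested with a minimum of 100 reads on day 0. In the real libraries, 90 of the 250 miRNAs upregulated on day 1 and 93 of the 276 upregulated on day 3 reached that minimum. Recovery was therefore not tested for most of the upregulated miRNAs, which had fewer reads on day 0. The simulated changes also shifted the shares of the 938 unchanged miRNAs by a median log2 of -0.69 and -0.97, and 4 and 34 of these were called. The shift of -0.97 brought 4-fold rises close to the fold threshold. In the real libraries, the median log2 fold changes with total scaling were 0.90 and 0.93, of the opposite sign. False upregulated calls under an upward shift were therefore not tested. With no miRNA changed, 20 simulations gave a median of 0 calls when the libraries differed by sampling alone, 9 calls with a coefficient of variation of 0.2 between libraries and 81.5 calls with 0.4.

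The miRNAs named were set by a rule before the data were examined, as those the paper names, those of lists of myeloid, myofiber, epithelial and miR-532 cluster miRNAs, the 5 with the most reads in each library, and the 5 with the largest rise and the 5 with the largest fall on each day among those called with at least 100 reads. The miRNAs with changes in opposite directions and those with a rise of at least 64-fold and at least 100 reads were chosen by rules set after the values were seen. Lists were compared with 10000 random lists of the same size, matched on mean level in 20 bins, with a pseudocount of 1 CPM. Positions came from the GENCODE M21 annotation of GRCm38. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. RT-PCR, flow cytometry, histology and knockout experiments were not analysed here.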

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

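Each value in this part comes from 1 library per time point, and the thresholds for inclusion and the tests were chosen after the values were seen. A difference between pools of mice or between library preparations could not be tested for any of these miRNAs, so none of the changes can be told apart from such a difference.

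miR-6538, which the paper does not discuss, rose on day 1 by 7.95 on the log2 scale, from 52 reads to 9724, and had 70 reads on day 3. Mir6538 lies in an intron of Rnf144a on chromosome 12 of GRCm38 from 26414901 to 26415010. The rise was 6.91 under the scaling that lowered it most. The largest shift by a scaling on day 1 was -1.04, so none of them was able to remove a rise of this size. Amplification of a few molecules was tested with the deposited expression per read, which was 1.005 times that of miRNAs with a similar number of reads. That measure may be unable to show amplification, since nearly all miRNAs follow a common curve, and amplification remains open.

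miR-129b-3p rose on day 1 by at least 7.12 on the log2 scale, from 2 reads to 314, and had 12 reads on day 3. Mir129b overlaps Mir129-2 on the opposite strand of chromosome 2, so that reads could be divided between them if strand was not used. The other arm, miR-129b-5p, rose from 0 to 21 reads, at least 3.21 on the log2 scale. As a lower bound, this leaves open whether the whole precursor changed.

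miR-31-5p and miR-31-3p rose on day 3 by 7.18 and 7.42 on the log2 scale, from 45 to 7503 reads and from 6 to 1184 reads. The similar rise of miR-31-3p (7.42) is what a change of the whole precursor would give, and the rise of miR-31-5p was 6.06 under the scaling that lowered it most. A hypothesis is that the miR-31 precursor was induced by day 3.

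miR-133b-5p rose on day 3 by 9.57 on the log2 scale, from 10 to 8779 reads, and by 8.46 under the scaling that lowered it most. The other arm, miR-133b-3p, changed by 0.41, from 10552 to 16099 reads, which does not match a change of the whole precursor alone. Reads of miR-133b-3p could be shared with the similar miR-133a-3p, which was not tested. Mir206 and Mir133b both lie in exons of the noncoding RNA Gm28653 on chromosome 1.

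For 6 miRNAs the change relative to day 0 was called in opposite directions on the 2 days. let-7i-3p rose by 1.29 on the log2 scale on day 1 and was at -2.83 on day 3. The other 5 were lower on day 1 and higher on day 3, miR-206-3p with -1.37 and 3.86, miR-433-3p with -1.08 and 1.61, miR-675-3p with -1.49 and 2.13, miR-675-5p with -1.75 and 3.05, and miR-7689-3p with -1.61 and 2.20. A test of the difference between days 1 and 3 adds nothing to these calls, since the 6 miRNAs were chosen for opposite directions. Under the scaling or deposited values that lowered each rise most, the log2 values were 0.25 for let-7i-3p, 1.41 for miR-206-3p, 0.49 for miR-433-3p, 1.01 for miR-675-3p, 1.94 for miR-675-5p and 1.08 for miR-7689-3p. The scalings moved all miRNAs by too little to reverse any of these rises, but those of let-7i-3p and miR-433-3p fell below the fold threshold, so their calls on these days depend on the scaling. The set also gained others. With TMM factors 8 miRNAs were called in opposite directions (4 of them among the 6), with median-of-ratios factors 10 (4), with totals without the 10 miRNAs with the most reads 9 (5) and with the deposited expression for the fold change 8 (5). With a fold change of 4 or an assumed coefficient of variation of 0.2 or 0.4 there were 0.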

How the results depend on the processing

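The counts of differentially expressed miRNAs moved with the scaling, the fold threshold and the assumed spread between pooled libraries. Each scaling moves the log2 fold changes of all miRNAs of a day by the same amount, -0.94 on day 1 and -0.93 on day 3 with TMM factors, -1.04 and -1.12 with median-of-ratios factors, and -0.62 and -0.51 with totals without the 10 miRNAs with the most reads. With TMM factors, 128 miRNAs were upregulated and 106 downregulated on day 1, 163 and 107 on day 3, and 96 upregulated on both days. With median-of-ratios factors these counts were 115, 118, 147, 124 and 87. With totals without the 10 miRNAs with the most reads, 81 were downregulated on day 1, 79 on day 3, and 125 upregulated on both days. With a fold change of 4, 9 were downregulated on day 1 and 14 on day 3, 262 changed on either day and 119 rose on both days. With an assumed coefficient of variation of 0.2, 162 were upregulated and 12 downregulated on day 1, 21 downregulated on day 3, and 118 upregulated on both days. With 0.4, the counts were 28 and 1 on day 1, 54 and 0 on day 3, 62 on either day and 21 upregulated on both days. The other counts under these settings, and all 6 counts with the deposited expression for the fold change, a pseudocount of 1 CPM, either minimum of 10 reads, an adjusted p of 0.05 or subsampling, stayed within 1.5 times the main counts. All listed names carry the mouse prefix, so the alternative with known miRNAs only was not run.

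The 43 settings added after the values and the paper's counts had been seen gave 258 counts, of which 234 were within 1.5 times the main counts, 2 were lower and 22 higher. With the deposited expression scaled to its total in the fold change and the test, 165 miRNAs were upregulated and 79 downregulated on day 1. A normal approximation of the MA plot on the expression values, with scaled folds, gave 81, 83, 84 or 88 downregulated on day 1 and in 1 case 166 upregulated, and with unscaled folds 69, 71, 72 or 75 downregulated. Fisher's exact test on the expression values gave 73 or 76 with folds from reads and 67 or 70 with folds from expression. A binomial test at equal shares on the reads gave 70.

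miR-223-3p and miR-223-5p were called upregulated on both days under each alternative for the calls, including a fold change of 4 and assumed coefficients of variation of 0.2 and 0.4. The scalings moved all miRNAs by too little to change these calls. miR-223-3p also ranked 1 by abundance on day 1 among the first 30 when these were ordered with a pseudocount of 1 CPM. The other alternatives for that rank, at least 10 reads on day 1 and the list of Fig. 1C, gave the same 30 miRNAs and tested nothing further. The percentile of the myeloid list was 99.83 on day 1 and 99.98 on day 3. Without miR-223-3p and miR-223-5p it was 98.57 and 99.53, and with a pseudocount of 0.1 CPM it was 99.97 on day 1.

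For 21 other miRNAs, 210 values under alternatives were computed, of which 176 kept their direction and side of the thresholds, 22 lost the call, 3 gained it and 9 reversed. miR-155-5p, higher on both days with total scaling, had log2 fold changes of -0.17 on day 1 and -0.21 on day 3 with TMM factors and -0.27 and -0.40 with median-of-ratios factors. On day 3, miR-451a was at -0.11 and -0.31 with the same factors. miR-6538 on day 3 was at -0.70 and -0.89 with them and at -0.28 with totals without the 10 miRNAs with the most reads. Each of these 9 values is the main value plus the amount by which the scaling moved all miRNAs of that day. miRNAs with 3 reads or fewer on day 0 have fold changes set by the detection limit, which applies to 44 of the upregulated miRNAs on day 1 and 45 on day 3.

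No paired analysis was possible because each time point has 1 library.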

Differences from the paper's values

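None of the 6 counts of differentially expressed miRNAs computed here differed from the paper's by more than 1.5 times. On day 1, 250 miRNAs were upregulated and 43 downregulated here, against the paper's 214 and 55. On day 3, 276 were upregulated and 46 downregulated, against the paper's 283 and 35. On either day 395 were differentially expressed, against the paper's 384, and 188 were upregulated on both days, against the paper's 172.

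The alternative with the deposited expression values for the fold change, set before the data were examined but given its exact form afterwards, reached 3 of the paper's 6 counts, 55 downregulated on day 1, and 283 upregulated and 35 downregulated on day 3. Its other counts were 211 upregulated on day 1, 383 on either day and 170 upregulated on both days. No other alternative set before the data were examined reached any of the 6 counts. Of the 43 settings chosen after seeing the values and the paper's counts, 4 reached at least 1 of them. Totals without the myofiber list reached 172 upregulated on both days. The other 3 took the fold change from the deposited expression and kept the test on reads. A minimum of 2 reads summed over both libraries reached 55, 283 and 35, a minimum of 5 reached 55, and a minimum of 10 reached 214 and 55. These settings are not shown to be the paper's method.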

Other observations

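The tests of the miR-532 cluster, of the excess of upregulated miRNAs with TMM factors, of epithelial tissue, of shared reads and of the scaling of miR-223-3p were set before the data were examined, though the limits that decide them were fixed afterwards. The other tests in this part were chosen after the values were seen.

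The myeloid list held 11 miRNAs, and its median log2 fold change lay at percentile 99.83 of the random lists on day 1 and 99.98 on day 3. All 11 were higher on both days than on day 0 with total scaling, but miR-155-5p reversed on both days with TMM and median-of-ratios factors. The list was set with the paper's results known, and it held miR-223-3p and miR-223-5p, which the paper reports as upregulated. Its percentile is therefore not independent of the paper. Without miR-223-3p and miR-223-5p the percentile was 98.57 on day 1, but no other miRNA of Fig. 1C was left out for that value. Infiltrating myeloid cells are a candidate source, as a hypothesis. The paper's own measurements of BM-derived cells were not analysed here.

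The 8 miRNAs of the myofiber list held 27.5% of the reads on day 0, 9.21% on day 1 and 27.8% on day 3. Loss of a few abundant myofiber miRNAs could raise the shares of all other miRNAs and so give an excess of upregulated miRNAs. With TMM factors, 54.7% of the calls on day 1 were upregulated, near parity, and the myofiber share was lower on that day. On day 3 the share was 27.8% because miR-206-3p rose from 1.24% to 18.0% of the reads, while miR-1a-3p fell from 23.4% to 8.81% and miR-133a-3p from 2.59% to 0.734%. The median log2 fold change of the list on day 3 was -1.43, at percentile 0.02 of random lists, and 60.4% of the calls on that day were upregulated with TMM factors. TMM and median-of-ratios factors assume that most miRNAs do not change, and no spike-in was analysed here, so their near parity does not show which miRNAs caused the excess. By its share of the reads alone, the list raised all other miRNAs by 0.33 on the log2 scale on day 1. On day 3 it left them nearly unchanged (-0.00), and loss of the whole list would have raised them by 0.46. Without miR-206-3p, the share of the list fell from 26.3% on day 0 to 8.73% on day 1 and 9.79% on day 3. That fall by itself would have raised all other miRNAs by 0.31 on day 1 and 0.29 on day 3. The median log2 fold changes of 0.90 and 0.93 were larger, so the loss of the listed miRNAs alone does not account for the whole excess. With totals without the list, 77.6% of the calls on day 1 were upregulated. On day 3 these totals corrected almost nothing, since the share of the list was nearly that of day 0, so they do not test the loss on that day. A part of the excess cannot be told apart from this loss, and changes in the shares of other abundant miRNAs remain open. Outside the list, miR-22-3p fell from 21.1% of the reads to 12.9% on day 1 and 10.0% on day 3. miR-378a-3p fell from 9.36% to 5.72% and 2.23%. Other abundant miRNAs rose, such as miR-126a-3p from 5.78% to 12.8% on day 1 and miR-21a-5p from 0.387% to 5.26% on day 3.

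miR-223-3p was lower on day 3 than on day 1 under each scaling, with a lowest log2 ratio of 1.22 in the deposited expression. The scalings moved the ratio by too little to reverse that order. A difference between pools was not testable.

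miR-532-5p had 28 reads on day 0, 23696 on day 1 and 244 on day 3. Mir532 lies in an intron of Clcn5 on chromosome X from 7248402 to 7248497, near other miRNAs of its cluster. Induction of the shared transcript would raise the others by a similar factor, but the median log2 fold change of the 9 other members counted was 3.07 on day 1, against 10.13 for miR-532-5p. The other arm, miR-532-3p, rose by 4.17. Neither a common induction nor a change of the whole precursor alone accounts for the size of the rise of miR-532-5p on day 1. All 9 other members were higher than on day 0 on both days. On day 3 their median log2 fold change was 3.69 (2.00 to 4.71), with miR-532-3p at 4.48. miR-532-5p, at 2.92, was within that range, so a common induction remains open for day 3. The deposited expression per read was 0.999 times that of miRNAs with similar read counts, a measure that may be unable to show amplification. A difference particular to the day 1 library remains open.

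miR-744-5p had 631 reads on day 0, 20 on day 1 and 1163 on day 3, a log2 fold change of -4.57 on day 1 and 0.68 on day 3. The other arm, miR-744-3p, was at -0.31 on day 1 (95% interval -0.78 to 0.17), from 95 reads to 58. A change of the whole precursor alone does not account for the size of the fall of miR-744-5p. The scalings moved both arms downward by the same amount, so a smaller fall of the precursor remains open. Among the other scalings and the deposited values, the fall of miR-744-5p closest to 0 was -5.05. The scalings moved all values on day 1 downward, so they were unable to remove a fall. With miR-532-5p and miR-133b-5p, it is a case in which 1 arm changed far more than the other in a single library, and a difference particular to that library was not testable.

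miR-200c-3p, of the miR-200 family, rose from 38 reads on day 0 to 1015 on day 1 and 706 on day 3. Epithelial or skin tissue in the injured samples is a candidate source. The median of 6 other epithelial miRNAs was at percentile 88.48 of random lists on day 1 and 46.09 on day 3, which does not settle the question.

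Among the miRNAs upregulated on both days, 31 belonged to the miR-466, miR-467, miR-669 and miR-297 families. Reads shared between near-identical copies could count a change more than once. The reads of 11 of the 31 (35.5%) were identical to those of another miRNA in all 3 libraries, which leaves the number of separate changes open.

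The relation of the deposited expression to the reads was nearly the same in the 3 libraries. When the expression values of a library were predicted from a curve drawn through the other 2, the median error was at most 0.756% for miRNAs with at least 1000 reads. The values are consistent with a quantity that levels off with abundance, such as a number of distinct tags, although the paper names FPKM.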
